A study of Mus musculus with 6 samples. Its data were reported in "Activation of STAT3 through combined SRC and EGFR signaling drives resistance to a mitotic kinesin inhibitor in glioblastoma" (2022).

How the data were processed

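Bulk poly-A RNA-seq was available for the murine glioma line MGPP3 in 2 groups, naive and ispinesib-resistant, with 3 libraries per group, which the study describes as independent biological replicates. Grouping followed the sample labels. The labels give no batch and no replicate numbers, so the libraries were numbered in the order of deposit and no library of one group was paired with one of the other.

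The deposited estimated counts (expected counts per transcript) were made by the authors with kallisto 0.44.0 by pseudoalignment to a GRCm38 mouse transcriptome index, and had not been normalised. The deposited TPM values were computed by the authors with kallisto from the estimated counts and the effective transcript lengths, and each library sums to the same total. Transcript lengths and effective lengths in bases were also deposited by the authors per the file headers. The authors' notes name bcl2fastq 2.19 for base calls and list GRCh38 beside GRCm38.

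Each file held 113193 transcripts, of which 111450 (98.5%) were matched to GENCODE M21 (GRCm38) with identifier versions ignored. The 1743 others held 0.50% to 0.71% of the counts of a library and were left out. Estimated counts were summed to 35150 genes and rounded to whole numbers, and TPM values were summed in the same way. Xist and Tsix are not in the transcript set of the files and were not analysed. Total counts per library ranged from 20110116 to 24602227, so that 3 counts in a library correspond to 0.122 to 0.149 CPM before normalisation. Where a group had 0 reads, a fold was computed against 3 counts per library and given as a lower bound. With 1 to 3 reads, the ratio was given with a 95% exact (Clopper-Pearson) counting interval. Bounds and intervals cover counting error only.

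Resistant and naive cells were compared with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, TMM factors were applied, and the two-sided quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) was used with group as the only term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes. The SE of a log2 fold change was derived from the test's F statistic. Normalised CPM values are counts scaled by the TMM-adjusted library sizes.

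The 39 gene lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The study ran GSEA on Hallmark and Verhaak gene sets, and the lists here are not those sets, even where names are alike. The study's text and its genes with the largest changes had been read before the lists were written, so they are not blind choices. For 7 of them (study candidates, Hox genes, oligodendrocyte progenitor and proneural markers, receptor tyrosine kinases, interferon alpha, IL-6/JAK/STAT3 and pro-apoptotic genes) member genes or results had been seen. The text also names mesenchymal, inflammatory, cell cycle and mitotic signatures, epithelial-mesenchymal transition, drug efflux, Src family kinases, STAT3 and mitotic kinesins, and the lists of these were written with that knowledge. The 37 lists with at least 5 tested genes were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were run beside it. With an estimated correlation, camera also takes its degrees of freedom from the 6 libraries, so its p can rise where the correlation does not. Fry tests whether the genes of a list move on balance one way, without comparing them with other genes. Counts adjusted over the list alone used the same edgeR p with adjustment within the list.

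Named genes were all study candidates and engineered genes, the 10 protein-coding genes with the largest rise and the 10 with the largest fall among called genes with a mean of at least 5 CPM in a group and no overlap between groups, up to 4 members of each list with the smallest adjusted p, and for lists of other cell types, sex-linked, Hox and forebrain genes the 3 members with the highest mean CPM. The X-linked copies of the Y-linked genes, Uba1y, Gm21244, Col1a1, Col1a2 and Col3a1 were chosen after their values were seen.

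Alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, no filter on low counts, a filter of 1 CPM in 3 libraries, a transcript length offset, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), stricter thresholds (adjusted p under 0.01, an absolute log2 fold change over 1, and glmTreat against a log2 fold change of 1), and each library left out in turn. The fits on TPM used the deposited values without TMM or other factors between libraries. Leaving out the mitochondrial genes, and leaving out resistant libraries 1 and 2 together, were added after the data were seen. Reactome sets of 15 to 300 genes, as supplied with fgsea 1.28.0, and windows of 60 genes along chromosomes were also chosen after the data were seen.

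The tests were tested on simulated data with the same library sizes and dispersions, in which 200 of 13996 genes were changed. EdgeR recovered 50% of genes changed 2-fold and 82% of those changed 4-fold, with 7 false calls of 139. DESeq2 recovered 65% and 89% with 53 false calls of 207, and limma-voom 46% and 80% with 8 of 134. Camera called a list of 30 genes raised 2-fold and 0 of 20 unchanged lists. The simulated genes varied independently of each other, and each had the same dispersion in both groups. The real lists had estimated correlations of up to 0.93 (cholesterol synthesis), and resistant libraries spread more widely than naive ones. The simulated rates of false calls therefore need not hold for the real data.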

Results

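Bulk RNA-seq was performed on MGPP3, a murine glioma line whose genotype is given as PDGFB, Pten−/− and p53−/−, to ask which transcripts differ once the cells have become resistant to ispinesib. Ispinesib inhibits Kif11, a mitotic kinesin needed to form a bipolar spindle. There were 3 libraries of naive cells and 3 of ispinesib-resistant cells, and the labels give the resistant cells 21 days of drug at 75 µM. The study's results, methods and figure legends all give the unit as nM. Its dose-response curves also show resistant cells losing viability well below the labelled dose, so the unit in the labels is probably an error. The study made resistant cells in ispinesib and then maintained them in it. Differences below therefore cannot be assigned to resistance rather than to continued exposure. The study also describes resistant cells as giant and polyploid, with raised phospho-histone H3. Total estimated counts were 22838823, 24602227 and 24331262 in naive libraries 1, 2 and 3 and 23726821, 20289033 and 20110116 in resistant libraries 1, 2 and 3. Levels below are normalised CPM (counts scaled to a common library size), given as the mean ± SD (n = 3 libraries per group), and changes are log2 fold changes of resistant against naive cells ± SE with edgeR adjusted p.

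Genes of the mitochondrial chromosome took 4.42%, 4.2% and 4.68% of the counts in the naive libraries. They took 20.6% and 26.6% in resistant libraries 1 and 2, but 3.12% in resistant library 3. Component 1 of the expression values held 77.2% of the variance and parted naive from resistant cells. Component 2 held 13.1% and parted resistant library 2 from resistant library 3. The root mean square log2 difference between libraries was 0.303 to 0.320 within naive cells, 0.685 to 0.903 within resistant cells and 1.22 to 1.41 between the groups.

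**Figure D1:**
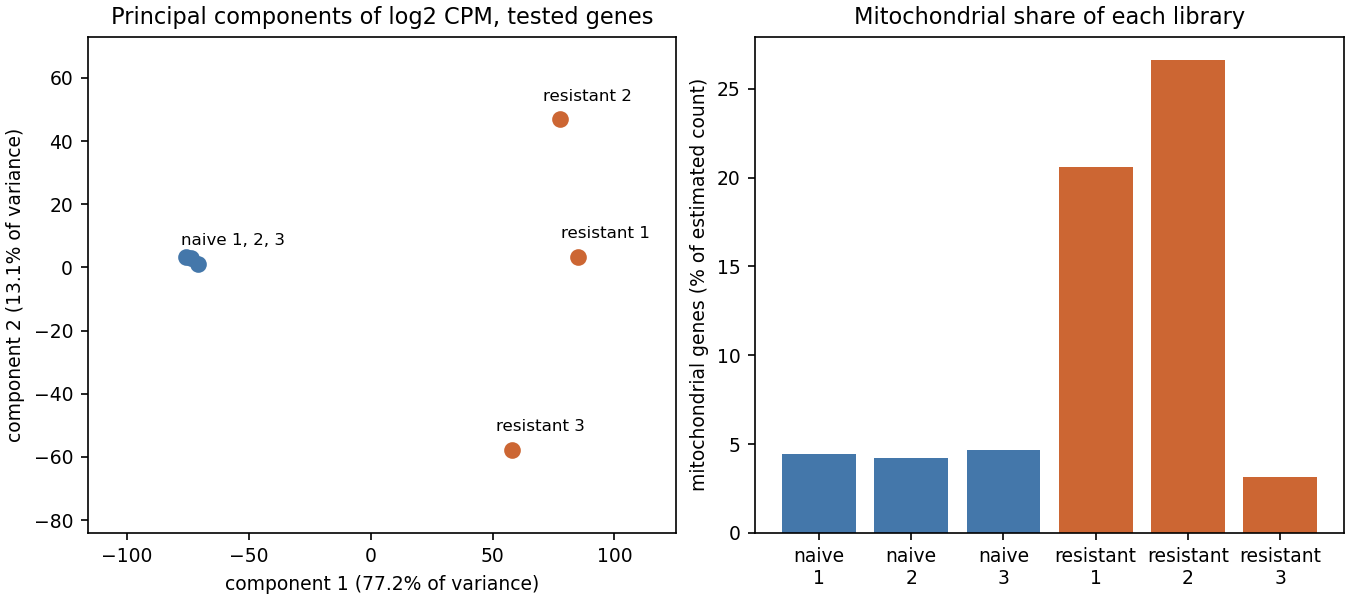
Left, the 6 libraries on the first principal components of log2 CPM over the tested genes (each point is a library, with its share of variance on each axis); right, the percentage of estimated counts from mitochondrial genes in each library. Naive libraries lie together at 4.2% to 4.68% mitochondrial counts, whereas the resistant libraries spread along component 2 and range from 3.12% to 26.6%.

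In resistant cells most tested markers of oligodendrocyte progenitors were lower, most interferon, antigen presentation and inflammatory genes were higher, and many mitotic and replication genes were lower. None of these lists passed camera with an estimated correlation, a setting with few degrees of freedom at this number of libraries. Of 13996 genes tested, 5802 differed (edgeR, adjusted p under 0.05), with 3001 higher and 2801 lower in resistant cells. Of these, 1622 rose and 1248 fell by more than 2-fold. In 57.3% of the tested genes the 3 naive values did not overlap the 3 resistant values, where chance gives 10%. The number of genes called was 3352, 3159 and 3221 when naive library 1, 2 or 3 was left out. On the deposited TPM values, 895 genes were higher and 2458 lower (limma-trend on log2(TPM + 1)), a share of 26.7% higher against 51.7% on counts. The median of all genes lay 0.42 lower on that scale. No TMM factors were applied to TPM, and each library sums to the same total. The high mitochondrial share of resistant libraries 1 and 2 therefore leaves a smaller share for other genes there. How much of the shift this accounts for was not tested.

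The 10 protein-coding genes with the largest falls included regulators and products of the oligodendrocyte lineage. Olig1 (ENSMUSG00000046160.6, chromosome 16 from 91269772 to 91271933, GRCm38) encodes a transcription factor of that lineage and had 173 ± 17.6 CPM in naive cells and 0 reads in all 3 resistant libraries, a level at least 1005-fold lower when 3 reads per library are allowed. Its neighbour Olig2 (ENSMUSG00000039830.9, from 91225457 to 91228677) went from 113 ± 11.3 CPM to 0 reads and was at least 657-fold lower. B3gat2, Omg and Scrg1 were also at 0 reads in resistant cells, from 8.88 ± 0.423, 8.51 ± 1.13 and 6.49 ± 0.121 CPM, and were at least 51.6-fold, 49.5-fold and 37.7-fold lower. Gpr17, a receptor of committed oligodendrocyte progenitors, had 101 ± 14.1 CPM in naive cells and 1 read in the resistant libraries together, a ratio of 6078 with a 95% counting interval from 1091 to 240100. Col9a1 and Car6 likewise had 1 read, from 80.4 ± 5.63 and 75.2 ± 7.67 CPM, with ratios of 4826 (865.8 to 190600) and 4535 (813.7 to 179200). Cldn11, a tight junction protein of myelin, fell from 108 ± 14.9 to 0.0626 ± 0.0721 CPM, and the connexin Gjc3 from 246 ± 18.4 to 0.192 ± 0.149 CPM (edgeR adjusted p = 1.3e-05 and 9.04e-06). Their changes of −10.55 and −10.34 rest on few resistant reads, and were −11.76 for Cldn11 without resistant library 1 and −10.98 for Gjc3 without resistant library 2. Intervals and floors here cover counting error only.

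As a group, 19 of 24 tested oligodendrocyte progenitor and proneural markers fell and 1 rose (20 and 1 adjusted over the list alone), with a median log2 change of −3.06 that was the same with genes at 0 reads set to their bounds. This list was written after the study's leading genes had been read, so it is not an independent choice. It was lower by camera (adjusted p = 7.72e-10), and the adjusted p with an estimated correlation was 0.0897. The estimated correlation was 0.01, the same as the preset value, so a higher correlation does not account for that rise in p. Among the members of the list, the matrilin gene Matn4 fell from 35.1 ± 5.77 to 0.21 ± 0.085 CPM and Lhfpl3 from 12.4 ± 0.436 to 0.0849 ± 0.0345 CPM. Of 11 tested myelin and oligodendrocyte genes, 10 fell (10 adjusted over the list alone; median −3.55, camera adjusted p = 1.37e-06, adjusted p = 0.431 with an estimated correlation). Plp1, the major myelin proteolipid, fell by 6.91 ± 0.30 on the log2 scale (edgeR adjusted p = 2.44e-05), Ugt8a fell by 5.41 ± 0.42 (edgeR adjusted p = 0.000236), Cnp fell from 149 ± 20.3 to 31.6 ± 7.05 CPM and Bcas1 from 208.9 ± 19 to 49.7 ± 17.9 CPM.

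**Figure D2:**
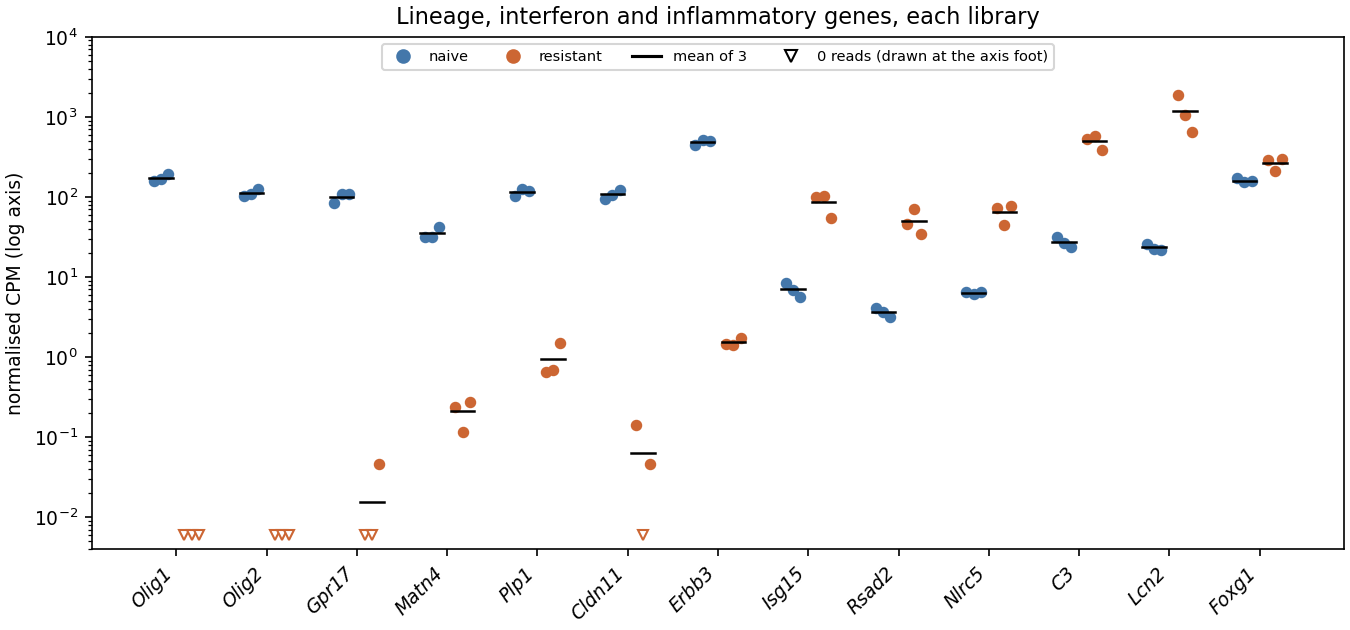
Normalised CPM (log axis) of 13 genes in each library, naive in blue and resistant in orange; bars are means of 3 libraries and open triangles at the foot of the axis are libraries with 0 reads. Olig1 and Olig2 were at 0 reads in every resistant library, Isg15 through Lcn2 lay higher in all 3 resistant libraries, and Foxg1 was 160 ± 10.7 CPM in naive and 266 ± 48.0 CPM in resistant cells.

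The interferon response rose broadly. Of 52 tested interferon alpha response genes, 46 rose and none fell (48 and 0 adjusted over the list alone), with a median change of 2.52 and a camera adjusted p of 5.02e-13. The adjusted p was 0.460 with an estimated correlation, and the list was not chosen blind to the study's results. Isg15, a ubiquitin-like modifier induced by interferon, rose from 7.01 ± 1.34 to 85.4 ± 26.8 CPM (3.61 ± 0.29, edgeR adjusted p = 0.000269). The antiviral gene Rsad2 rose from 3.65 ± 0.465 to 50.2 ± 18.1 CPM and Ifit1 from 11.9 ± 1.07 to 99.4 ± 26.2 CPM. Of 20 antigen presentation genes, 18 rose and none fell (19 and 0 adjusted over the list alone; median 2.53, camera adjusted p = 1.46e-07, adjusted p = 0.431 with an estimated correlation). They included Nlrc5, the activator of MHC class I transcription, at 6.38 ± 0.212 and 64.9 ± 17.3 CPM, the peptide transporter Tap2 at 15.03 ± 1.22 and 79.4 ± 24.9 CPM, and Tapbp at 52.5 ± 1.52 and 286 ± 104 CPM. The median change of the interferon list was 2.63 and 2.97 in resistant libraries 1 and 2, which had the high mitochondrial share, and 1.28 in resistant library 3. The antigen presentation list had medians of 2.95, 2.68 and 1.34 in the same order.

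Inflammatory genes, which the study's text also names, rose as well. Of 39 tested inflammatory and NF-kB genes, 29 rose and none fell (31 and 0 adjusted over the list alone; median 1.26, camera adjusted p = 3.4e-10, adjusted p = 0.431 with an estimated correlation). The complement component C3 rose from 27.2 ± 3.84 to 496 ± 102 CPM (4.19 ± 0.21, edgeR adjusted p = 4.23e-05), the chemokine Cxcl1 from 30.9 ± 3.40 to 292 ± 78.8 CPM, Ccl5 from 11.2 ± 0.718 to 53.4 ± 8.75 CPM and Nos2, the inducible nitric oxide synthase, from 0.505 ± 0.0679 to 23.8 ± 10.6 CPM. Of 70 tested IL-6, JAK and STAT3 pathway genes, a list not chosen blind to the study, 42 rose and 5 fell (42 and 5 adjusted over the list alone). Its median was 0.82 and its camera adjusted p 2.62e-06, with an adjusted p of 0.431 with an estimated correlation. Csf1, the macrophage growth factor, rose from 258 ± 18.4 to 1150 ± 204 CPM and Tlr2 from 6.01 ± 0.989 to 82.0 ± 32.4 CPM, whereas the integrin Itga4 fell from 242 ± 17.9 to 20.7 ± 8.56 CPM. Among 26 tested STAT3 target genes, 13 rose and 8 fell (15 and 8 adjusted over the list alone). The list did not pass camera (adjusted p = 0.0762), though fry, which makes no comparison with other genes, called it higher (adjusted p = 0.00349). Lcn2, an acute phase lipocalin, rose from 23.4 ± 2.35 to 1187 ± 622 CPM and the oncostatin M receptor Osmr from 10.02 ± 0.478 to 175 ± 81.7 CPM. Gfap, the astrocyte filament, fell by 5.88 ± 0.35 on the log2 scale (edgeR adjusted p = 8.29e-05), and by 2.73 with an offset for transcript length.

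The 10 protein-coding genes with the largest rises were near 0 in naive cells. Vnn3 had 0 reads in naive cells and 6.69 ± 4.65 CPM in resistant cells, at least 53.5-fold higher. AW551984 and the desmosomal cadherin Dsc2 had 1 naive read each and 16.4 ± 4.83 and 6.07 ± 7.56 CPM in resistant cells, with ratios of 1212 (95% counting interval 217.0 to 47910) and 415.6 (74.1 to 16470). The haptoglobin gene Hp and Kcnt2 had 2 naive reads and reached 12.1 ± 15.8 and 5.56 ± 1.95 CPM, with ratios of 412.5 (113.7 to 3413) and 208.4 (57.3 to 1728). Resistant library 2 held most of the reads of Hp and Dsc2, at 30.35 and 14.8 CPM against 3.92 and 2.09 for Hp and 1.84 and 1.58 for Dsc2 in resistant libraries 1 and 3, and Dsc2 did not pass on log2(TPM + 1) at 1.13 ± 0.37. Rspo3, a Wnt pathway agonist, had 3 naive reads and reached 21.0 ± 4.91 CPM, a ratio of 524.5 (179.0 to 2547). Saa3, an acute phase protein, rose from 0.880 ± 0.254 to 164 ± 110 CPM, and the interferon-induced Trim30a and Oas1a from 0.0656 ± 0.0208 and 0.0674 ± 0.0631 to 17.3 ± 11.6 and 14.98 ± 9.57 CPM. The change of Saa3 was 7.54, or 5.58 with resistant libraries 1 and 2 left out. Ankrd1 rose from 0.376 ± 0.216 to 78.2 ± 97.2 CPM (7.69 ± 1.24, edgeR adjusted p = 0.00355), with 190.3 CPM in resistant library 2 against 18.6 and 25.6 in the others, and its change was 5.87 without that library. Leaving out the same library changed Trim30a from 7.91 to 7.28, and leaving out naive library 1 changed Oas1a from 7.70 to 8.39. With resistant libraries 1 and 2 left out, which rests on a single resistant library, Trim30a stood at 6.60 and Oas1a at 6.05.

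Cell division genes were lower, in lists written with knowledge that the study reports lower mitotic signatures. Of 52 tested G2M and mitosis genes, 35 fell and none rose (43 and 0 adjusted over the list alone; median −0.92, camera adjusted p = 7.72e-10, adjusted p = 0.464 with an estimated correlation). Birc5, the survivin gene of the chromosomal passenger complex, fell from 220 ± 11.8 to 73.8 ± 18.8 CPM and Racgap1 from 456 ± 14.3 to 192 ± 30.2 CPM. Of 13 mitotic kinesins, 11 fell (11 adjusted over the list alone; camera adjusted p = 0.000305, adjusted p = 0.464 with an estimated correlation), including Kif4 at −1.05 ± 0.17 and Kif18b at −1.44 ± 0.27 (edgeR adjusted p = 0.00368 and 0.00639). Of 63 S phase and E2F genes, 37 fell and none rose (41 and 0 adjusted over the list alone; median −0.78, camera adjusted p = 3.47e-09, adjusted p = 0.494 with an estimated correlation), with the replication kinase gene Cdc7 going from 49.4 ± 2.13 to 19.1 ± 5.59 CPM and the clamp loader gene Rfc3 from 43.4 ± 1.74 to 17.02 ± 4.75 CPM. The median change of the G2M list was −1.24 and −1.01 in resistant libraries 1 and 2 and −0.50 in resistant library 3. The S phase list gave −1.32, −0.95 and −0.35 in the same order.

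**Figure D3:**
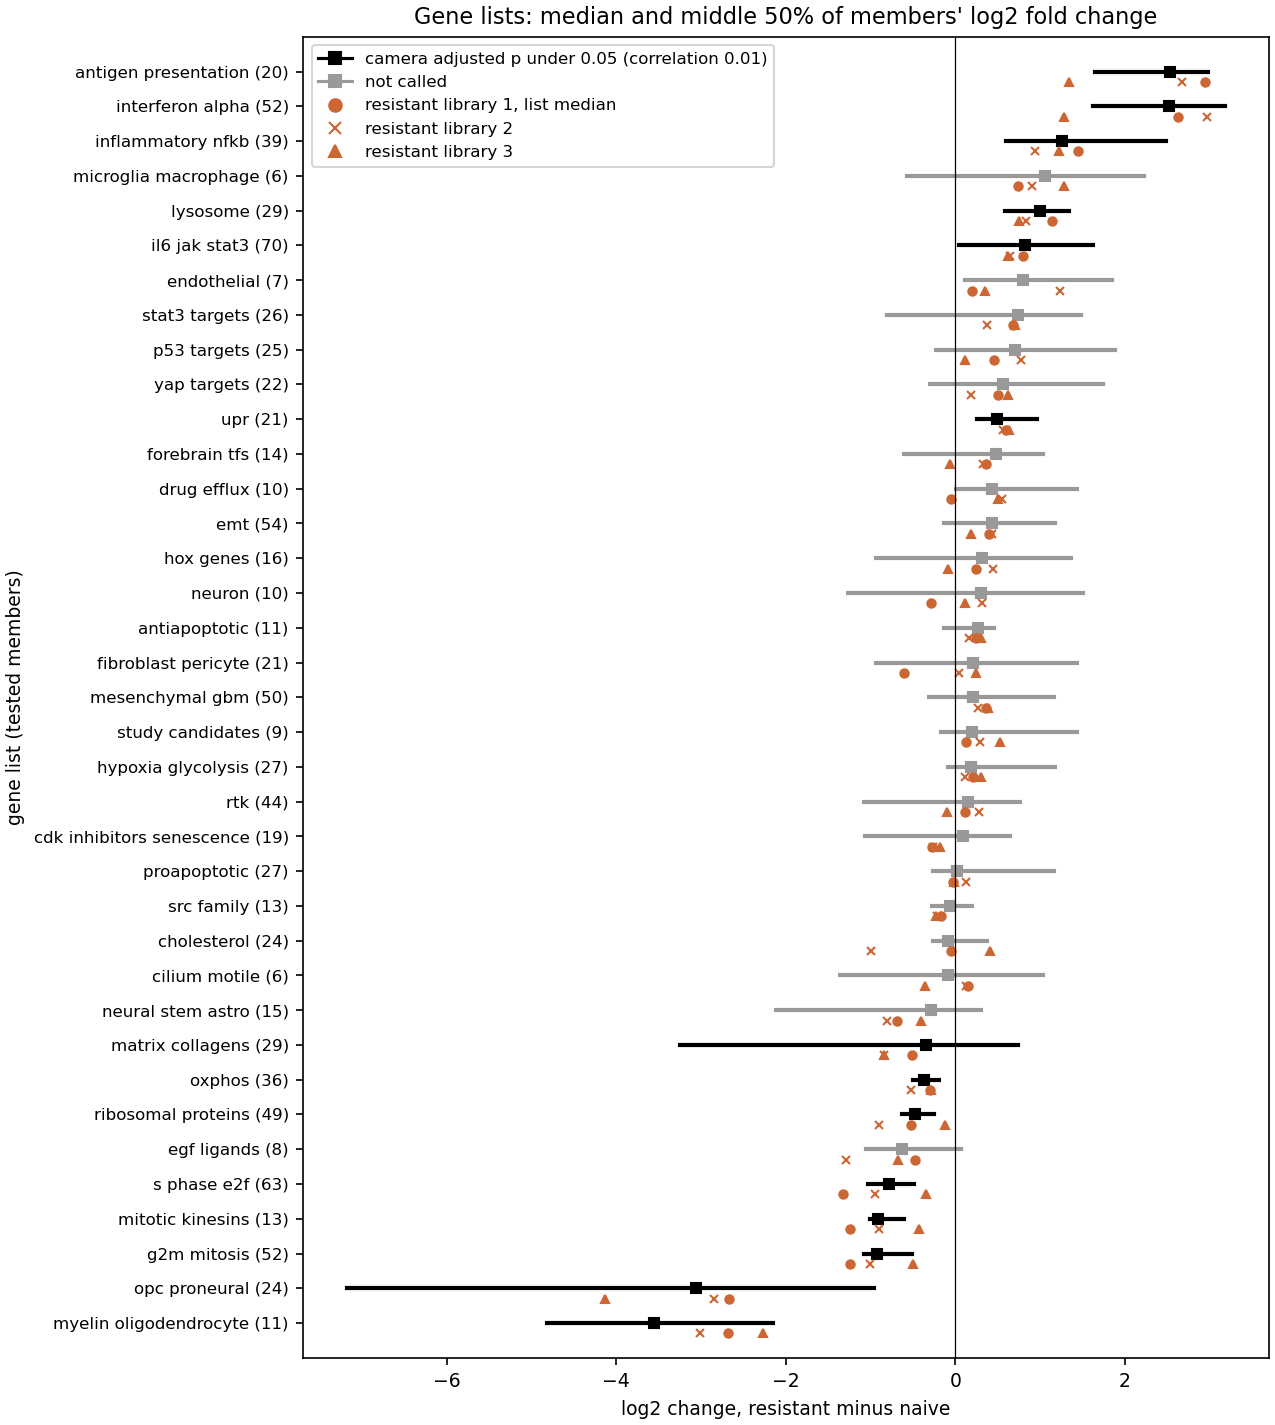
Change of 37 gene lists in resistant against naive cells (log2 scale, number of tested members in parentheses); squares are medians over members, lines span the middle 50% of members, black marks camera adjusted p under 0.05 with a preset correlation of 0.01, and orange symbols are the list medians of single resistant libraries. Antigen presentation and interferon lists lie highest at 2.53 and 2.52 and the myelin list lowest at −3.55, and for the interferon, antigen presentation and cell cycle lists resistant library 3 lies closest to 0.

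The genes that the study considered as mediators of resistance moved in different directions. Some came from earlier work on resistance and others were picked on these cells, so the direction of the latter is not independent evidence. Of the 9 tested, 3 rose and 2 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.561). Egfr, the epidermal growth factor receptor gene (ENSMUSG00000020122.16, chromosome 11 from 16752203 to 16918158, GRCm38, GENCODE M21), rose from 5.95 ± 1.77 to 28.7 ± 16.4 CPM, 4.82-fold (2.27 ± 0.44, edgeR adjusted p = 0.00729). All 3 resistant libraries lay above the naive ones, at 14.4, 46.7 and 25.1 CPM. The rise was 3.05-fold (1.61 ± 0.46) with an offset for transcript length, and on log2(TPM + 1) it did not pass (0.80 ± 0.35, limma adjusted p = 0.117), with adjusted p from 9.44e-07 to 0.126 over its alternatives. Pdgfrb (ENSMUSG00000024620.11, chromosome 18 from 61045150 to 61085061) rose 2.72-fold, from 81.2 ± 7.39 to 221 ± 15.3 CPM (edgeR adjusted p = 0.00027). The efflux transporter gene Abcb1a (ENSMUSG00000040584.8, chromosome 5 from 8660077 to 8748575) rose 9.27-fold from the low level of 0.650 ± 0.294 to 6.06 ± 3.56 CPM (edgeR adjusted p = 0.00486). The rise was 15.22-fold with resistant libraries 1 and 2 left out. It was called on log2(TPM + 1) and log2(TPM + 0.1), where the changes correspond to 2.08-fold and 4.198-fold. At this low level those values depend on the constant added to TPM, so they are not folds of expression. Its paralog Abcb1b was at 30.1 ± 3.17 and 44.8 ± 19.5 CPM (edgeR adjusted p = 0.149), and how reads shared by this pair were divided rests on the authors' counting. Kif11, the target of ispinesib (ENSMUSG00000012443.4, chromosome 19 from 37376403 to 37421859), fell from 141 ± 7.58 to 54.7 ± 14.98 CPM (−1.37 ± 0.20, edgeR adjusted p = 0.00266). Kif15, the kinesin that can stand in for Kif11 (ENSMUSG00000036768.6, chromosome 9 from 122951046 to 123018733), fell from 143.5 ± 5.39 to 71.7 ± 15.1 CPM (−1.001 ± 0.17, edgeR adjusted p = 0.00394).

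No change was detected in Src (0.08 ± 0.27, edgeR adjusted p = 0.826), Stat3 (0.20 ± 0.14, edgeR adjusted p = 0.297) or Abcg2 (−0.17 ± 0.15, edgeR adjusted p = 0.401). The study's case for SRC and STAT3 rests on phosphorylation and protein levels, which bulk mRNA does not measure, and on functional tests. Those used inhibitors of Src family kinases, EGFR and STAT3, knockdown of STAT3 and phosphomimetic STAT3 constructs. The study also combined saracatinib with ispinesib in mice. Its single-cell RNA-seq reported Src enriched and Stat3 detected more often in resistant cells. Src was 101.0, 58.8 and 133.7 CPM in the 3 resistant libraries against 92.4 ± 2.11 in naive cells, and Stat3 was 256.6, 263.9 and 192.4 against 207 ± 4.13 CPM. On log2(TPM + 1), where the median of all genes lay lower, Src stood at −0.46 ± 0.42 and Stat3 at −0.27 ± 0.25. Without resistant library 3, Src stood at −0.21 ± 0.21, and Stat3 passed at 0.33 ± 0.07 (edgeR adjusted p = 0.00878, with 0.00878 to 0.549 over its alternatives). With resistant libraries 1 and 2 left out, Src passed at 0.53 ± 0.07 (edgeR adjusted p = 2.99e-05, with 2.99e-05 to 0.988 over its alternatives), Abcb1b at 1.15 ± 0.1 and Abcg2 at −0.49 ± 0.09. That setting rests on a single resistant library. Of the 3 genes altered in the line's genotype, 1 rose and none fell (1 and 0 adjusted over the list alone), in a list too small for camera. Pdgfb rose from 9.71 ± 0.414 to 17.9 ± 1.71 CPM (0.88 ± 0.14, edgeR adjusted p = 0.00352), a call that was lost on log2(TPM + 1) at 0.16 ± 0.24. Pten was at 88.8 ± 3.23 and 115 ± 34.5 CPM and Trp53 at 43.7 ± 6.22 and 46.6 ± 12.02 CPM (edgeR adjusted p = 0.205 and 0.754). Sums over transcripts do not show which exons remain, so these levels are no test of the deletions. Pten passed at 0.59 ± 0.1 without resistant library 3 (edgeR adjusted p = 0.0027, with 0.0027 to 0.839 over its alternatives), and stood at −0.07 ± 0.23 on log2(TPM + 1). With resistant libraries 1 and 2 left out it was called in the opposite direction, at −0.20 ± 0.08 (edgeR adjusted p = 0.0417). Trp53 stood at −0.28 ± 0.35 on that scale, at −0.03 without naive library 2 and at −0.10 without resistant library 3, and passed at 0.40 ± 0.13 with resistant libraries 1 and 2 left out.

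**Figure D4:**
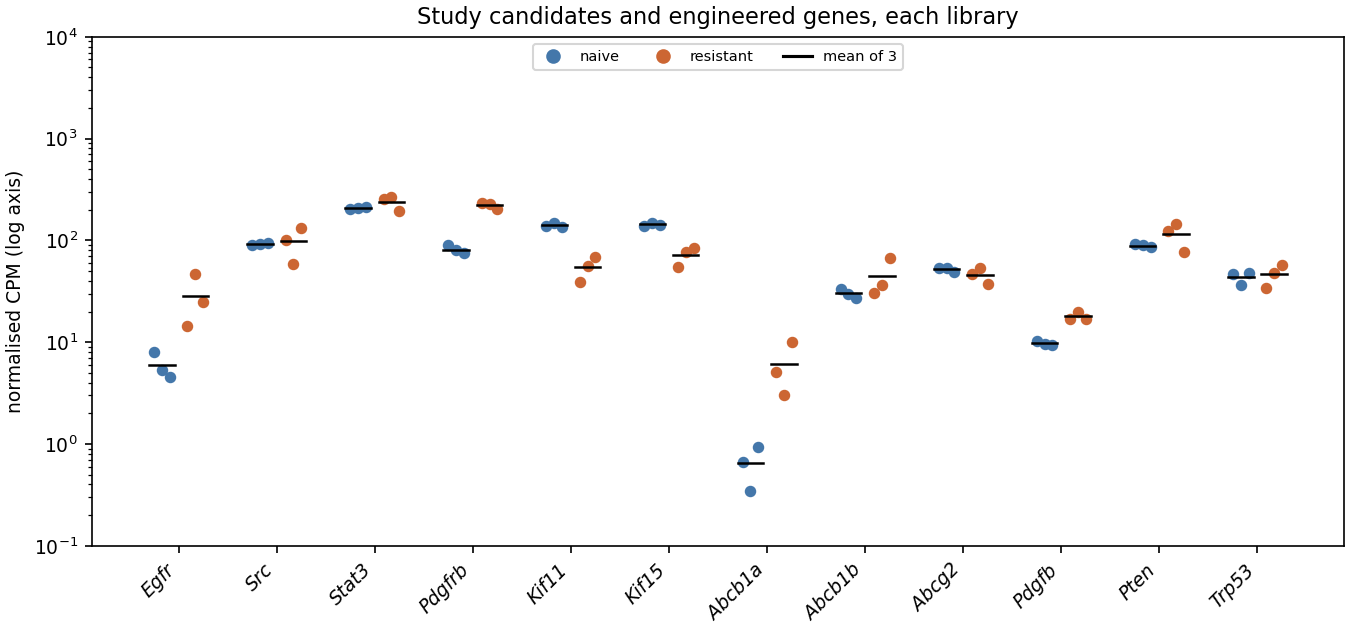
Normalised CPM (log axis) of the 9 study candidates and 3 engineered genes in each library, naive in blue and resistant in orange, with bars at the means of 3 libraries. Egfr, Pdgfrb, Abcb1a and Pdgfb lay higher in all 3 resistant libraries and Kif11 and Kif15 lower, whereas Src, Stat3, Abcg2, Pten and Trp53 overlapped between the groups.

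Receptor tyrosine kinase genes went both ways, with 14 of 44 higher and 15 lower (19 and 16 adjusted over the list alone; camera adjusted p = 0.758), in a list not chosen blind to the study, and its median of 0.15 and mean of −0.31 differed in sign. Erbb3 fell from 486.5 ± 35.2 to 1.54 ± 0.157 CPM (−8.30 ± 0.17, edgeR adjusted p = 1.53e-06) and Aatk from 137 ± 5.34 to 32.1 ± 5.83 CPM. Of 8 EGF family ligands, 5 fell and none rose (5 and 0 adjusted over the list alone; camera adjusted p = 0.0615, or 0.0419, 0.0472 and 0.039 without naive library 2, naive library 3 or resistant library 1). Tgfa fell from 57.9 ± 2.18 to 9.92 ± 3.03 CPM. Of 13 Src family kinases and regulators, 1 rose and 2 fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.758, mean 0.08 against a median of −0.06), with Frk at 1.13 ± 0.224 and 9.19 ± 2.06 CPM and Pag1, an adaptor that recruits Csk, at 43.7 ± 3.24 and 11.1 ± 2.17 CPM. Of 10 drug efflux genes, 4 rose (4 adjusted over the list alone; camera adjusted p = 0.101, or 0.0423 without resistant library 1). Mvp, the major vault protein, rose from 14.7 ± 0.619 to 47.7 ± 8.38 CPM.

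Mesenchymal glioblastoma markers did not pass camera, though fry called them higher (adjusted p = 0.00373). Neither the genes of this list and the next nor the test are those of the study's GSEA, so its mesenchymal result was not retested. Of 50 tested, 19 rose and 6 fell (19 and 6 adjusted over the list alone; camera adjusted p = 0.101), and of 54 epithelial-mesenchymal transition genes 19 rose and 5 fell (19 and 5 adjusted over the list alone; camera adjusted p = 0.0803, or 0.0458 without resistant library 1). Cebpb, a transcription factor of the mesenchymal programme, rose from 18.2 ± 0.901 to 106 ± 37.5 CPM and Tnfrsf1b from 31.7 ± 1.45 to 83.1 ± 11.2 CPM, whereas S100a10 fell from 257 ± 11.9 to 124 ± 7.45 CPM. The matrix genes Fbn1 and Mmp14 rose to 483 ± 52.4 and 186 ± 21.7 CPM, from 143 ± 13.3 and 70.2 ± 2.24, and N-cadherin, Cdh2, fell from 469 ± 28.3 to 167 ± 32 CPM. Of 29 collagen genes, 5 rose and 12 fell (7 and 13 adjusted over the list alone; median −0.34, camera adjusted p = 0.0178, adjusted p = 0.431 with an estimated correlation), a call lost without resistant library 3 (camera adjusted p = 0.106), with Col15a1 at 131 ± 4.38 and 7.03 ± 2.33 CPM and Col9a3 at 54.8 ± 5.52 and 1.43 ± 0.462 CPM.

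Genes of cell death pathways were mixed. Of 27 pro-apoptotic genes, a list not chosen blind to the study, 9 rose and 5 fell (9 and 5 adjusted over the list alone; camera adjusted p = 0.387), and of 11 anti-apoptotic genes 3 rose and 2 fell (5 and 2 adjusted over the list alone; camera adjusted p = 0.412). The BH3-only genes Bcl2l11 and Pmaip1 rose from 13.45 ± 1.196 and 7.07 ± 0.907 to 53.2 ± 8.64 and 29.0 ± 3.82 CPM, and the inhibitor of apoptosis Birc3 rose from 15.7 ± 0.264 to 37.8 ± 4.53 CPM, a call not made on log2(TPM + 1) at 0.84 ± 0.32. Of 25 p53 target genes, 12 rose and 6 fell (13 and 6 adjusted over the list alone; camera adjusted p = 0.13), with Plk2 at 53.5 ± 2.03 and 197 ± 55.9 CPM and Sesn2 at 24.97 ± 2.07 and 50.03 ± 4.24 CPM, the latter not called on log2(TPM + 1) at 0.54 ± 0.26.

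The lists of markers of other cell types did not pass camera with all 6 libraries. Of 21 fibroblast and pericyte genes, 5 rose and 4 fell (5 and 4 adjusted over the list alone; camera adjusted p = 0.824), with Fn1, Vim and Mcam the most abundant. Fn1 rose from 1978 ± 152 to 4474 ± 650 CPM, but did not pass on log2(TPM + 1) at 0.76 ± 0.31, and Cspg4 fell from 185 ± 13.3 to 1.96 ± 1.58 CPM. Mcam fell from 443 ± 15.3 to 92.7 ± 68.5 CPM, and its call was lost without any one naive library or without resistant library 1 (edgeR adjusted p = 0.0605, 0.0644, 0.0715 and 0.0798) and without a filter on low counts (edgeR adjusted p = 0.0767). Its change was −2.26, or −2.89 without resistant library 2 and −4.39 with resistant libraries 1 and 2 left out. Vim was at 3792 ± 91.8 and 2060 ± 967 CPM (edgeR adjusted p = 0.0815). It passed with DESeq2 at −0.90 ± 0.32, without resistant library 3 at −1.29 ± 0.23 and with resistant libraries 1 and 2 left out at −0.31 ± 0.06. Dcn rose from 0.958 ± 0.195 to 59.2 ± 52.5 CPM (5.94 ± 0.82), or 4.97 without resistant library 2. Of 6 tested microglia and macrophage genes 3 rose and 1 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.547 and higher, fry lower), and the most abundant, Cd14, Tmem119 and Lyz2, reached 20.1 ± 4.43, 20.2 ± 4.39 and 7.18 ± 3.41 CPM. Of 7 endothelial genes 3 rose and 1 fell (3 and 1 adjusted over the list alone; camera adjusted p = 0.234), with Flt1 at 112 ± 10.5 and 98.4 ± 29.1 CPM, Egfl7 at 3.41 ± 0.229 and 15.1 ± 7.33 CPM and Pecam1 at 6.37 ± 0.289 and 8.59 ± 2.64 CPM, of which Pecam1 stood at −0.02 on log2(TPM + 1) and Flt1 at 0.01 without resistant library 3 and passing at −0.68 ± 0.1 with resistant libraries 1 and 2 left out. Of 10 neuronal genes 4 rose and 4 fell (4 and 4 adjusted over the list alone; camera adjusted p = 0.939, mean −0.15 against a median of 0.30). Tubb3 fell from 209 ± 15.7 to 88.3 ± 8.02 CPM, Map2 from 156 ± 10.02 to 64.2 ± 7.42 CPM and Nefm from 56.04 ± 3.10 to 2.99 ± 1.95 CPM, the last with a change of −4.21, or −4.88 without resistant library 3, and Syn1 rose from 3.03 ± 0.314 to 14.2 ± 5.40 CPM. Of 15 neural stem and astrocyte genes 1 rose and 6 fell (1 and 6 adjusted over the list alone; camera adjusted p = 0.0717, or 0.0483 and 0.0299 without naive library 1 or resistant library 1), with Fabp7 from 39.5 ± 2.32 to 2.23 ± 0.322 CPM, S100b from 82.1 ± 9.61 to 5.78 ± 3.13 CPM and Sparcl1 from 290 ± 6.78 to 60.3 ± 34.5 CPM. Nes was at 714 ± 27.5 and 606 ± 47.7 CPM (edgeR adjusted p = 0.166), and passed at −0.30 ± 0.08 without resistant library 3. Nfib rose to 299.9 ± 29.98 from 219 ± 9.34 CPM, a call lost without naive library 1, 2 or 3 (edgeR adjusted p = 0.0784, 0.093 and 0.098) and at 0.00 on log2(TPM + 1).

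The 4 tested genes of the sex-linked list, all on the Y chromosome, fell in resistant cells (4 adjusted over the list alone, median −1.51), in a list too small for camera. Ddx3y fell from 70.1 ± 6.95 to 21.0 ± 2.15 CPM (−1.74 ± 0.13, edgeR adjusted p = 0.000215), Eif2s3y from 39.9 ± 1.93 to 13.1 ± 2.36 CPM, Kdm5d from 21.2 ± 1.09 to 7.94 ± 1.61 CPM and Uty from 20.1 ± 2.51 to 8.86 ± 3.09 CPM (edgeR adjusted p = 0.0124). Uty lost its call without naive library 1 or 2 (edgeR adjusted p = 0.0517 and 0.0505). Of 14 forebrain and regional transcription factor genes, 4 rose and 3 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.656). Foxg1, which specifies the forebrain, was at 160 ± 10.7 CPM in naive and 266 ± 48.0 CPM in resistant cells (0.73 ± 0.16, edgeR adjusted p = 0.0101), and lost its call without naive library 2 or 3 (edgeR adjusted p = 0.0564 and 0.0537) and on log2(TPM + 1) at 0.31 ± 0.35. En1 and Lhx2 were at 14.9 ± 7.24 and 14.7 ± 4.69 CPM in resistant cells against 8.83 ± 0.678 and 13.6 ± 1.36, with Lhx2 at −0.32 on log2(TPM + 1) and −0.19 without resistant library 2 and En1 passing at 1.11 ± 0.14 without resistant library 2, and also with resistant libraries 1 and 2 left out. Pax6 fell from 8.72 ± 1.67 to 1.78 ± 0.694 CPM. Of 16 Hox genes, a list not chosen blind to the study, 4 rose and 3 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.645). The most abundant were Hoxa7 at 20.9 ± 2.09 and 25.5 ± 5.63 CPM, Hoxa3 at 12.5 ± 0.954 and 13.7 ± 1.17 CPM, which stood at −0.14 and −0.37 on log2(TPM + 1), and Hoxa10, which rose from 1.40 ± 0.251 to 12.2 ± 10.9 CPM, by 3.11 with resistant library 2 and 2.08 without it. Hoxa7 passed at 0.44 ± 0.13 without resistant library 3. Hoxa9 rose from 0.240 ± 0.0804 to 2.01 ± 0.435 CPM and Hoxa1 from 1.54 ± 0.184 to 5.04 ± 1.27 CPM, and Hoxd9 fell from 2.87 ± 0.938 to 0.0729 ± 0.0891 CPM (−5.30, or −6.65 without resistant library 2).

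Lists of stress and organelle genes passed camera with the preset correlation, though in some of them many members were not called. Of 29 lysosomal genes, 24 rose and none fell (25 and 0 adjusted over the list alone; camera adjusted p = 3.54e-07, adjusted p = 0.431 with an estimated correlation), including the lysosomal enzymes Ctsa, from 99.4 ± 2.85 to 358.6 ± 59.3 CPM, and Tpp1, from 81.4 ± 2.65 to 177 ± 14.1 CPM, and the glucocerebrosidase Gba, from 37.3 ± 0.969 to 127 ± 31.3 CPM. Of 21 unfolded protein response genes, 12 rose and none fell (12 and 0 adjusted over the list alone; camera adjusted p = 6.63e-05, adjusted p = 0.431 with an estimated correlation), with Atf3 at 5.24 ± 0.371 and 28.8 ± 8.90 CPM, Xbp1 at 37.6 ± 1.75 and 73.7 ± 3.67 CPM and Syvn1 at 46.1 ± 1.48 and 84.6 ± 5.39 CPM. On log2(TPM + 1), Tpp1, Xbp1 and Syvn1 did not pass, at 0.71 ± 0.31, 0.52 ± 0.30 and 0.44 ± 0.28. Of 36 nuclear oxidative phosphorylation genes, 17 fell and none rose (19 and 0 adjusted over the list alone; median −0.37, camera adjusted p = 0.000121, adjusted p = 0.464 with an estimated correlation), such as Sdhb at 141 ± 8.49 and 69.4 ± 7.77 CPM and Uqcrc2 at 136 ± 1.59 and 81.3 ± 3.53 CPM. Of 49 ribosomal protein genes, 19 fell and none rose (19 and 0 adjusted over the list alone; median −0.48, camera adjusted p = 2.61e-05, adjusted p = 0.596 with an estimated correlation), with medians of −0.52, −0.9 and −0.12 in resistant libraries 1, 2 and 3. This list lost its call with resistant libraries 1 and 2 left out (camera adjusted p = 0.2002). Rpl5 went from 59.6 ± 5.46 to 21.7 ± 5.09 CPM. Reads of ribosomal protein genes can be shared with their many pseudogenes, so their levels are uncertain.

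The remaining lists did not pass camera with all 6 libraries. Of 22 YAP targets 9 rose and 3 fell (10 and 4 adjusted over the list alone; camera adjusted p = 0.13), with Ccn1 from 64.2 ± 6.07 to 470 ± 199 CPM. Of 27 hypoxia and glycolysis genes 11 rose and 4 fell (11 and 4 adjusted over the list alone; camera adjusted p = 0.0762, or 0.0352 without resistant library 2). Ndrg1 rose from 13.0 ± 1.65 to 58.8 ± 4.79 CPM. Of 19 genes of cell cycle inhibition and senescence 3 rose and 7 fell (4 and 7 adjusted over the list alone; camera adjusted p = 0.529, mean −0.22 against a median of 0.09), with Cdkn2d from 37.6 ± 2.29 to 16.8 ± 0.776 CPM. Of 24 cholesterol synthesis genes 0 passed edgeR (0 adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by DESeq2; camera adjusted p = 0.645 and lower, mean 0.05 against a median of −0.08). Without resistant library 2 camera called this list higher (adjusted p = 0.0497), with list medians of −0.05, −0.99 and 0.41 in resistant libraries 1, 2 and 3. Of 6 motile cilium genes 1 rose and 1 fell (2 and 1 adjusted over the list alone; camera adjusted p = 0.966 and higher, mean −0.55 and median −0.09), with Ccdc39 reaching 8.18 ± 1.91 CPM from 1.93 ± 0.235, Foxj1 at 2.13 ± 0.443 and 1.15 ± 0.531 CPM, and Rsph1 at 0.941 ± 0.121 and 2.08 ± 1.02 CPM. Rsph1 passed at 1.35 ± 0.38 without resistant library 3, and Foxj1 was called lower on log2(TPM + 1) at −0.67 ± 0.16, on log2(TPM + 0.1) at −1.27 ± 0.34 and with resistant libraries 1 and 2 left out at −1.82 ± 0.41. In all, 14 of the 37 lists passed camera with the preset correlation, 6 higher and 8 lower, and 0 passed with an estimated correlation, where 3 had an unadjusted p under 0.05. The rotation test fry called 29 lists, 13 of these 14 among them, with the ribosomal protein list left out at an adjusted p of 0.0923. Fry called 17 lists higher and 12 lower. Its higher calls outside the 14 included STAT3 targets, epithelial-mesenchymal transition, drug efflux, p53 target and pro-apoptotic genes. Its lower calls there included EGF ligands and receptor tyrosine kinases.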

Values the study reported

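The study reported more than 6,200 genes with significantly different expression between ispinesib-resistant and naive cells, of which 3,182 were higher and 3,038 were lower. It gave a rise in EGFR mRNA of about 3-fold with an adjusted p of 0.0012, and a 2.7-fold rise of PDGFRβ. ABCB1 was stated to be 2.8-fold higher in resistant cells, with an adjusted p of 6e-07. Elsewhere the study lists a value that rounds to 2.8 as the log2 change of Abcb1a, so 2.8 may not be a fold. For Kif15 the adjusted p was 0.25, and it was described as not significantly upregulated, whereas the study elsewhere lists it among its significantly lower genes.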

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

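Leaving out the mitochondrial genes and leaving out resistant libraries 1 and 2 together were chosen after the data were seen. The other alternatives were fixed beforehand, and all were run. No paired analysis was possible because the labels carry no replicate numbers. Against 5802 genes called, 3353 and 3414 were called on log2(TPM + 1) and log2(TPM + 0.1), 2987 at an adjusted p under 0.01, 2870 with an absolute log2 fold change over 1, and 1287 with glmTreat against a log2 fold change of 1, the last 3 being stricter thresholds. Leaving out a library gave 3159 to 8312 genes, and the cause was not tested. The other alternatives stayed within 1.5 times the count. No TMM factors were applied on the TPM scales, so a larger mitochondrial share there lowers the other genes. The share of called genes that were higher, 51.7%, was 26.7% and 27.1% on the TPM scales, where the median of all genes lay lower by 0.42 and 0.44 than on counts. It was 48.4% with limma-voom, 56.4% with upper-quartile factors, 50.4% without a filter on low counts, 49.1% with resistant libraries 1 and 2 left out and 50.1% to 52% with a library left out, and the cause was not tested. Of 37 gene lists, 14 passed camera, 0 with an estimated correlation and 29 with fry. Leaving out a library gave 13 to 18 lists, and leaving out resistant libraries 1 and 2 gave 16, with the lone resistant library assumed to vary like the naive ones. There the ribosomal protein list lost its call (camera adjusted p = 0.2002), and STAT3 targets, hypoxia and cholesterol synthesis passed as higher (camera adjusted p = 0.0406, 0.00593 and 0.00011).

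Of 2328 values of 137 named genes over 17 alternatives, 35 changed sign, and of the genes concerned only Nfib was called with all 6 libraries. On log2(TPM + 1) and log2(TPM + 0.1), the log2 change was −0.46 and −0.47 for Src, −0.27 and −0.28 for Stat3, −0.28 and −0.29 for Trp53, −0.07 and −0.07 for Pten, 0.00 and −0.01 for Nfib, −0.02 and −0.03 for Pecam1, −0.14 and −0.15 for Hoxa7, −0.37 and −0.42 for Hoxa3, −0.32 and −0.36 for Lhx2 and −0.12 and −0.15 for Col3a1. With a transcript length offset Hoxa3 stood at −0.02. With resistant libraries 1 and 2 left out, the change was −0.11 for Stat3, −0.20 for Pten, −0.10 for Hoxa7, −0.27 for Lhx2, 0.02 for Ddx3x and 0.54 for Col1a2, and Src, Abcb1b, Abcg2 and Trp53 passed at 0.53, 1.15, −0.49 and 0.40. Vim, Flt1, Foxj1, En1, Col1a1 and Col3a1 also passed there, at −0.31, −0.68, −1.82, 1, −1.8 and 1.73, as did Pten at −0.20, against 0.59 in its other call, without resistant library 3. With a library left out, the change ranged from −0.21 to 0.34 for Src, from −0.10 to 0.27 for Trp53, from −0.42 to 0.01 for Flt1, from −0.19 to 0.25 for Lhx2 and from −0.58 to 0.15 for Col1a2. The cause was not tested. DESeq2 and limma-voom kept the direction and the side of the threshold of 136 of the 137 genes each, and RLE or upper-quartile factors and leaving out the mitochondrial genes kept all 137. Depth limits the genes at 0 to 3 reads in a group, for which only bounds or intervals are given.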

Other observations

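The Reactome sets and the chromosome windows were chosen after the data were seen, as were all tests below except that of RNA degradation. Of 679 Reactome sets, 15 were higher and 158 lower in resistant cells by camera with the preset correlation. With an estimated correlation 0 passed and 3 had an unadjusted p under 0.05, whereas fry called 412. Among the lower sets, mRNA splicing had 55 of 115 genes lower and 3 higher (median −0.41, camera adjusted p = 7.4e-06), and mitochondrial translation elongation had 35 of 82 lower and 1 higher (median −0.37, camera adjusted p = 7.15e-06). Among the higher sets, glycosphingolipid metabolism had 17 of 29 genes higher and 3 lower (median 0.59, camera adjusted p = 0.0138), and binding and uptake of ligands by scavenger receptors had 14 of 27 higher and 1 lower (median 0.94, camera adjusted p = 0.00733). For each of these 4 sets the adjusted p was 0.829 with an estimated correlation.

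Of 172 windows of 60 neighbouring genes, the highest median log2 change was 0.49, on chromosome 3 from 85574119 to 89430027, with medians of 0.48, 0.4 and 0.41 in resistant libraries 1, 2 and 3. A window on chromosome 16 from 21423118 to 34725202 had a median of 0.42. These 2 windows lay above the highest value of 200 shuffles of the genes, 0.38, and 0 windows lay below the lowest, −0.44. Smaller shifts ran along whole chromosomes. All windows of chromosomes 3, 10 and 19 had medians above 0 (0.11 to 0.49, 0.06 to 0.35 and 0.01 to 0.32). All windows of chromosomes 5, 11 and 14 lay below 0 (−0.38 to −0.12, −0.39 to −0.04 and −0.43 to −0.04). The other autosomes held windows of both signs, and whole chromosomes were not tested. Neighbouring genes can be regulated together, and no DNA was measured, so copy number was not tested.

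The remaining Y-linked signal in resistant cells was weighed first. Ddx3y, Eif2s3y, Kdm5d and Uty stood at 30% to 44.2% of their naive levels. Naive cells left in the resistant cultures would have brought Olig1 and Olig2, which had 0 reads in resistant and 21655 in naive libraries, an upper limit of 0.1521% of the naive level for either gene when 3 reads per library are allowed, far below the share that the Y-linked genes would need. Reads moved to the X-linked copies would have raised Ddx3x, Eif2s3x, Kdm5c and Kdm6a, but for 4 of 4 the upper limit of the change lay below the rise needed, as for Ddx3x with 0.05 against 0.10. Fewer Y chromosomes relative to the other chromosomes would lower the genes by a common ratio. The SD between the 4 genes was 0.24, and 6.8% of 10000 random sets of 4 genes of similar level had as small a spread, which is too many to decide. A lower number of Y chromosomes relative to the others, or loss of the Y in part of the cells, stays open as a candidate explanation. CPM is a share of all counts and the study describes resistant cells as polyploid, so copies per cell cannot be read from it. Uba1y, at 4.78% of its naive level, and Gm21244, which was not lower, depart from a common ratio. Gm21244 was low in both groups, at 0.963 ± 0.348 CPM in naive and 1.465 ± 0.1075 CPM in resistant cells. Of 11 tested genes on the Y chromosome 9 were called lower, though some of them had identical means and SDs and may share reads. Lower transcription of these genes stays open. The X-linked copies had changes of −0.33 to −0.62, of which those of Ddx3x and Kdm6a did not pass. Eif2s3x and Kdm5c were called lower, calls lost without naive library 1, 2 or 3 or resistant library 1 (edgeR adjusted p = 0.101, 0.0972, 0.0832 and 0.0948 for Eif2s3x and 0.0614, 0.0728, 0.0748 and 0.0539 for Kdm5c), and for Eif2s3x also without resistant library 2 (0.062) and on log2(TPM + 1) and log2(TPM + 0.1) (limma adjusted p = 0.0619 and 0.0578). Ddx3x and Kdm6a passed at −0.54 and −0.52 without resistant library 3. Uty lost its call without naive library 1 or 2, with changes of −1.12 and −1.15.

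The loss of oligodendrocyte progenitor transcripts was weighed against replacement of the cells. Overgrowth by fibroblasts would have brought abundant Col1a1, Col1a2 and Col3a1, yet 2 of 3 of these collagen genes lay under 100 CPM in every resistant library, with at most 33.7 CPM of Col1a1 and 1.02 CPM of Col1a2. Col3a1 reached 351 CPM in one library. It passed at 1.40 without resistant library 1 and at 1.73 with resistant libraries 1 and 2 left out. Col1a1 passed at −1.74 without resistant library 2, at −1.8 with resistant libraries 1 and 2 left out, at −1.22 with limma-voom and at −1.33 and −1.51 on log2(TPM + 1) and log2(TPM + 0.1). A cell line from outside the forebrain would lack Foxg1, whose lowest resistant library was at 131.8% of the naive mean. Naive cells expressed Hox genes such as Hoxa7 beside Foxg1, so regional genes are mixed in this line and Foxg1 alone cannot decide. Another line, selection of a subpopulation that was present before treatment, and a change of state under the drug stay open. These libraries were made from bulk cultures and hold no lineage mark.

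The high mitochondrial share of resistant libraries 1 and 2 was weighed last. Without the mitochondrial genes, 5816 genes were called against 5802, with 5762 shared. TMM factors already take up a share that mitochondrial reads take from all other genes alike, so this setting decides nothing, and an effect of the mitochondrial share on the calls stays open. RNA degradation in these libraries would tie the difference from resistant library 3 to transcript length, and the rank correlation across genes was −0.01. The same correlation between pairs of naive libraries ranged from −0.07 to 0.34, wider than the trend of −0.20 predicted for degradation, so this test decides nothing and degradation cannot be told apart from other causes of the share. The study's methods place the RNA Integrity Number of every bulk sample above a single stated value. They give no value per library, so a difference between libraries cannot be read from it. Stress or death of resistant cells in culture and a difference between cultures stay open and untested.

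Of the 10 splits of the 6 libraries into groups of 3, only the real one, 1 of 10, gave as many called genes (5802, with a highest other value of 0). For gene lists 2 of 10 splits gave as many as the real one (14, with a highest other value of 14 and a lowest of 9). Every other split put naive and resistant libraries together in both groups. That widens the spread within groups and leaves part of the real difference between them, so neither count is a reference for chance. These splits are also too few for a share under 0.05.

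Egfr differs in size from the study's own value, which is lower. In the present counts Egfr was 4.82-fold higher, and 3.05-fold (log2 change 1.61) with a transcript length offset. The second lies close to the quoted value, so the handling of transcript length is a candidate explanation. Abcb1a and Abcb1b were 9.27-fold and 1.49-fold higher here. DESeq2 called Abcb1a (adjusted p = 1.16e-07, with 1.16e-07 to 0.03645 over its alternatives) and did not call Abcb1b. The significance that the study gave ABCB1 goes with Abcb1a. Read as a fold, the quoted ABCB1 value is lower, but elsewhere the study lists the same number, once rounded, as a log2 change of Abcb1a. On that scale the change here was 3.21, or 2.84 with a transcript length offset, close to the quoted number. On log2(TPM + 1) and log2(TPM + 0.1) the changes of Abcb1a correspond to 2.08-fold and 4.198-fold. At its low level they depend on the constant added to TPM, so they cannot be set against the quoted fold. For Kif15 the study described no significant rise, and elsewhere lists it among its lower genes. In the present counts Kif15 was lower in all 3 resistant libraries, with a log2 change of −1.001 and an edgeR adjusted p of 0.00394.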
